A study of Homo sapiens with 18 samples. Its data were reported in "Cancer-associated snaR-A noncoding RNA interacts with core splicing machinery and disrupts processing of mRNA subpopulations" (2025).

How the data were processed

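Small RNA libraries had been prepared from HEK293T cells transfected with an siRNA against SSB (siSSB) or a scramble siRNA (control). RNA was taken from whole cells (total), nuclear (nuc) or cytoplasmic (cyto) fractions. Each of the 6 groups had 3 replicates, and groups and replicate numbers were taken from the sample titles. Per the labels, RNA was extracted with a kit that separates the fractions, libraries were made with a commercial small RNA kit, and all libraries were marked as prepared with PNK. What the PNK step did to the RNA ends is not described further in the labels.

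The authors deposited a single table of raw counts, with whole numbers of reads per noncoding RNA feature and no normalization. It held 175935 features, of which 139113 had a count in at least 1 library and 77362 had at least 10 counts over all libraries. The trimming tool, the aligner, the treatment of reads with several genomic positions and the use of strand were not stated for these libraries. Coordinates matched hg38 (GRCh38): of 418 small RNA features with a name found once in both the table and the GENCODE annotation, 84.2% had both ends 25 nt outside the annotated gene and 100% lay on the annotated strand. Features are thus given here with the start and end of the table, which include such flanks.

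Several properties of the counting affect what a value means. A read inside overlapping features was counted in each of them, and 57876 features held the same counts in all libraries as an earlier feature. Strand was not used in the counting: for all 58 snoRNAs that lay inside a longer feature on the opposite strand, that longer feature held at least the count of the snoRNA. A longer feature can therefore hold the reads of a small RNA inside it. In the text a longer feature is one over 500 nt, and it is called carried when a feature of at most 500 nt inside it held at least 50% of its counts. Near-identical copies of tRNA, snaR, Y RNA, U6, 7SL and 5S rRNA genes share reads, so single copies are uncertain and family sums were used where possible. No molecular identifiers were described, so reads are not independent molecules, and floors given here cover counting error only.

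Column sums ranged from 21565995 to 158244813 counts. Because of the overlapping features, these sums are not numbers of reads. The sum over 18 RNA classes, with features of identical counts taken once, ranged from 4190313 to 8449356 counts. The ratio of column sum to class sum was 5.14 to 5.52 in control cyto, 5.05 to 5.41 in siSSB cyto, 17.6 to 18.9 in control nuc, 16.1 to 18.5 in siSSB nuc, 11.5 to 12.0 in control total and 9.23 to 12.0 in siSSB total. Fractions thus differed in how far the column sum exceeded the class sum. Overlapping features and reads in features of no class can both raise this ratio, and they were not separated. A floor of 3 counts was 3.55e-05% to 7.16e-05% of the class sum of a library.

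Differences were tested on the deposited counts with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), by the quasi-likelihood F-test (glmQLFit, glmQLFTest) with TMM factors and filterByExpr. Each comparison of a pair of groups was fitted on its own 6 libraries with group means only. The difference between the nuclear and cytoplasmic knockdown effects was tested as an interaction on the 12 fraction libraries in 1 fit. P-values were adjusted by Benjamini-Hochberg over the features tested, and an adjusted p under 0.05 counted as changed. Log2 fold changes are given ± the standard error implied by the F statistic, and mean TMM-scaled values, as CPM (the count relative to the scaled library size), ± SD with n = 3. With 3 libraries against 3, an exact two-sided permutation test cannot go below 0.1, so no such test was used.

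Counts of each RNA class were summed per library, with features of identical counts taken once, and added to the same fit with its library sizes and factors. Their p-values were adjusted over the 18 class totals of a comparison. The snaR-A total summed 14 features and the vault RNA total 9, of which 8 were distinct. The single features named in the text followed a rule. They were the single-copy Pol III RNAs, SNORD7 and SNORA74A, the snaR-A copy with the highest mean count, and per comparison up to 3 rising and 3 falling features. The latter had the largest absolute log2 fold change among features with an adjusted p under 0.05, a mean of at least 50 counts and no overlap of the CPM ranges of the groups, with near-identical copies (same name or same counts) named once, as the copy with the highest mean, even where another copy changed more. Features named outside this rule were chosen after their values were seen. This holds for lnc-CCDC173-3, AC008127.1, lnc-MPDZ-4, lnc-ZC3H12B-16, AC024598.1, the snaR-A copies that the rule leaves out and the features changed in all 3 knockdown comparisons. The groups, designs, naming rule and most alternatives were fixed before the data were examined.

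TMM factors ranged from 3.64 to 4.83 in control cyto and from 0.229 to 0.247 in control nuc when these groups were compared. TMM assumes that most features do not differ, which nuclear and cytoplasmic RNA need not meet. For this reason every fold change between fractions is relative to the scaling, and no absolute amount per cell was measured. The alternatives were DESeq2's median-of-ratios size factors (RLE), library size alone, scaling to the snoRNA total or the miRNA total, no filter beyond 1 count, at least 10 counts in every library, DESeq2 1.42.0 with its Wald test, all 18 libraries in 1 fit, the replicate number as a block, features with identical counts collapsed, rRNA features left out, an adjusted p under 0.01, an absolute log2 fold change over 1, all snaR-A features summed as deposited, and leaving out each library in turn. Those chosen after seeing the data were a table of class features of at most 500 nt only, scaling to the total of all class features, class features with gene symbols only, and class features without those that overlap a longer one of the same class.

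Whether the replicate numbers pair libraries was checked by correlating deviations from the group means across features. Between control nuc and control cyto the 3 same-number correlations were 0.112 to 0.167 and the 6 between different numbers were −0.184 to 0.098, so these numbers were taken as pairs. The numbers did not pair the libraries of the other comparisons by this check.

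The tests were first run on simulated data with 200 changed features, drawn from features of no RNA class with a mean of at least 10 counts. For the control fractions the nuclear and cytoplasmic means were pooled first, so that run lacked their difference in RNA composition. At a simulated log2 change of 2, 91.7% of 72 features were recovered for the total libraries, 90.9% of 66 for nuc, 73.1% of 67 for cyto, 90.0% of 70 between control fractions and 19.7% of 66 for the interaction. At a change of 1 none of these 5 comparisons recovered more than 25.7% of its features, and the interaction recovered 0% of 69; at a change of 3 it recovered 67.7% of 65. Between 2.42% and 9.55% of the calls were features with no simulated change. For features of no RNA class, changes of 1 in these 5 comparisons would therefore mostly be missed in these libraries. The same holds for differences of 2 between the knockdown effects of the fractions. Recovery of single features of an RNA class was not measured. Other computations used data.table (version 1.17.8), GenomicRanges 1.54.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9. Fragmentation profiles and read lengths were not analysed here.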

Results

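Small RNA-seq was performed on HEK293T cells, a human embryonic kidney line, after knockdown of SSB. SSB encodes La, a chaperone that binds the 3′ ends of newly made RNA polymerase III (Pol III) transcripts. The libraries address where small RNAs lie in the cell, in particular the small Pol III RNA snaR-A, and which of them respond to La depletion. There were 18 libraries in 6 groups: control and siSSB cells, each as total, nuc and cyto RNA with 3 replicates. The count totals of replicates 1, 2 and 3 were 25382509, 21565995 and 44712500 in control cyto, 158244813, 133986986 and 113296277 in control nuc, and 89632050, 69591874 and 69927254 in control total. They were 28975535, 26947989 and 24842041 in siSSB cyto, 122706550, 98928007 and 110780837 in siSSB nuc, and 57545492, 47662310 and 68707441 in siSSB total. Overlapping features count the same read more than once, and the sums over all RNA classes, from 4190313 to 8449356 counts per library, lay closer together than these totals.

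The knockdown target had no feature of its own name, so the level of SSB mRNA was not measured here and siSSB names libraries by their label. One feature, HSALNG0020274 (chromosome 2, 169806811 to 169811069, plus strand, hg38), lay over exons 5 to 10 of SSB. This feature also overlapped a METTL5 exon on the minus strand, and strand was not used in the counting, so its reads need not all be SSB sequence. It held 12, 15 and 19 counts in control total and 698, 1267 and 547 counts in siSSB total, and thus rose rather than fell. In the cytoplasm it held 32, 25 and 30 counts in control and 3145, 983 and 3304 counts in siSSB libraries. A second feature over the last SSB exon, lnc-CCDC173-3 on the opposite strand, summed to 18 counts over the control total libraries and 0 over the siSSB total libraries, a difference near the floor of 3 counts per library.

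In total RNA, 184 of 13883 features tested were changed on knockdown, with 50 higher and 134 lower in siSSB (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest absolute log2 fold change among them was 1.08, and they held 158 distinct patterns of counts. The number depended on the processing: it ranged from 4 at an adjusted p under 0.01 to 1799 when libraries were scaled to the miRNA total, where 34 were higher and 1765 lower. Under library size alone, the snoRNA total or the total of all class features, most changed features were higher instead. The number fell to 69 without control total replicate 2. Of the 94 changed features over 500 nt, 45 were carried by a small RNA inside them. The changed features included 47 tRNA features, all lower, 23 miRNA features, all higher, 13 snaR-A features, all lower, and 3 vault RNA features, all lower. The miRNA total did not pass the threshold (0.49 ± 0.35, adjusted p = 0.451), but gained a call in 4 of 20 alternatives. The 47 tRNA features were lower, and the 23 miRNA features higher, under all 6 scalings, with median log2 fold changes of −2.21 to −1.14 and 0.98 to 2.31. These scalings put the median of all features between −0.51 and 0.72. The smallest change called was 1.08, so the directions could hardly reverse and are no separate test.

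By the naming rule 21 features rose in total RNA. The largest increase was in lnc-PRKAB2-5 (chromosome 1, 147082313 to 147083603, minus strand), which coincides with SSBL4P, a processed pseudogene of SSB. Its counts went from 7, 3 and 1 in control to 563, 781 and 423 in siSSB, a log2 fold change of 7.11 ± 0.45 (adjusted p = 8.42e-06). HSALNG0020274 followed with 5.59 ± 0.33 (adjusted p = 6.89e-06). MIR340 (chromosome 5, 180015278 to 180015425, minus strand, in an intron of RNF130) went from 92, 89 and 127 to 368, 620 and 391 counts, a log2 fold change of 2.01 ± 0.23 (adjusted p = 0.0047). Among the 57 falling features that met the rule, lnc-C11orf24-4 (chromosome 11, 68459749 to 68460250) changed most, by −2.78 ± 0.39 (adjusted p = 0.0126). Next by the rule was the tRNA-like tRX-Tyr-NNN-1-1 (chromosome 14, 20669149 to 20669284) with −2.61 ± 0.54 (adjusted p = 0.0376). It lost its call in 4 of 19 alternatives, and ran from −3.35 to −1.89 without 1 library (adjusted p up to 0.113). SNAR-A1 (chromosome 19, 47918406 to 47918568, plus strand) followed with −2.60 ± 0.50 (adjusted p = 0.0306), and passed the threshold in all alternatives but the fit without siSSB total replicate 1 (adjusted p = 0.0637). Its reads cannot be assigned to 1 copy, because a second SNAR-A1 locus has the identical sequence. SNAR-A14 copies other than the one that the rule counts fell by as much (−2.64 at chromosome 19, 50128383).

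In the nuclear fraction 26 of 6873 features were changed, 2 higher and 24 lower. Leaving out siSSB nuc replicate 2 left 0 of them (706 features at an unadjusted p under 0.05), and 0 were also called under library size alone (1484 at an unadjusted p under 0.05). Of the 26 changed features, 13 were snaR-A copies, all lower. Only tRNA-Tyr-GTA-3-1 (chromosome 6, 26577079 to 26577217) passed the rule as higher, from 64, 44 and 64 to 167, 203 and 175 counts (1.59 ± 0.29, adjusted p = 0.013). Of the 10 falling features that met it, the leading ones were SNAR-B1 (chromosome 19, 50139097 to 50139262, minus strand) with −2.53 ± 0.46 (adjusted p = 0.014) and SNAR-A1 with −2.38 ± 0.42 (adjusted p = 0.0118). Copies that the rule leaves out changed more than the latter, with −2.49 for a SNAR-A14 copy and −2.45 for the other SNAR-A1 copy. The lncRNA ENSG00000287001.1, with −2.36 ± 0.40 (adjusted p = 0.00856), took 67.8% of its counts from SNAR-B1. SNAR-A1, SNAR-B1 and tRNA-Tyr-GTA-3-1 lost their call without siSSB nuc replicate 2 (adjusted p = 0.302, 0.396 and 0.195) and under library size alone.

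In the cytoplasmic fraction 52 of 18921 features were changed, 4 higher and 48 lower. The count depended on single libraries and on the filter: 2 were called without siSSB cyto replicate 1 and 250 with no filter beyond 1 count. The changed features included 19 tRNA features, all lower under each of the 6 scalings (median log2 fold change −2.21 to −1.63), and 2 vault RNA features. These scalings put the median of all features between −0.10 and 0.39. The smallest change called was 1.47, so here too the directions could hardly reverse. The rising features were led by lnc-PRKAB2-5, from 6, 3 and 7 to 2493, 750 and 2108 counts (8.28 ± 0.56, adjusted p = 0.000793), HSALNG0020274 (6.30 ± 0.52, adjusted p = 0.00247) and AC067752.1. The last spans chromosome 10 from 62520423 to 62672036 and went from 5, 3 and 8 to 129, 46 and 119 counts (4.11 ± 0.44, adjusted p = 0.00993; 0.135 without siSSB cyto replicate 1). Among the 32 falling features that met the naming rule, tRNA-Lys-TTT-9-1 (chromosome 6, 27576042 to 27576164) changed by −2.69 ± 0.28 (adjusted p = 0.00993). tRNA-Arg-TCG-4-1 and tRNA-Ala-AGC-9-2, both on chromosome 6, followed with −2.63 (adjusted p = 0.0119) and −2.45 (adjusted p = 0.00993). These 3 lost their call without siSSB cyto replicate 1 (adjusted p = 0.171 for each) and without control cyto replicate 1, and also with a replicate block and with the snoRNA total.

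The knockdown comparisons shared no library. Of the changed features, 21 were common to total and nuc, 34 to total and cyto, and 5 to nuc and cyto, in the same direction. Those 5 were lower in all 3 comparisons, and were VTRNA1-1, VTRNA1-2, lnc-HARS-1, tRNA-Lys-TTT-1-2 and tRX-Cys-NNN-4-1. A share of 0.999 of the lnc-HARS-1 counts came from VTRNA1-1, so it is no separate signal. tRNA-Tyr-GTA-3-1 was also called in both nuc and cyto, but in opposite directions (1.59 and −1.95).

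The snaR-A total fell with knockdown in each type of RNA. Control total libraries had 590.8 ± 302.9 CPM (n = 3) and siSSB total libraries 98.9 ± 50.7 CPM (n = 3), a log2 fold change of −2.58 ± 0.50 (adjusted p = 0.00203 over 18 class totals). The alternative that moved it most was scaling to the snoRNA total, which gave −1.95; adjusted p over all alternatives was 6.18e-12 to 0.0127. In the nucleus it went from 77.2 ± 41.3 to 15.3 ± 3.08 CPM, a change of −2.33 ± 0.35 (adjusted p = 8.63e-05). In the cytoplasm the means were 478.2 ± 71.7 and 242.9 ± 142.2 CPM, and the change of −0.98 ± 0.46 did not pass the threshold (adjusted p = 0.263), although the ranges did not overlap, which chance gives for 10% of such comparisons. All 14 copies lie in clusters on chromosome 19. The copy with the highest mean count, a SNAR-A14 (47923754 to 47923924, plus strand), changed by −2.53 in total (adjusted p = 0.029), −2.28 in nuc (adjusted p = 0.00619) and −1.02 in cyto (adjusted p = 0.753).

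**Figure D1:**
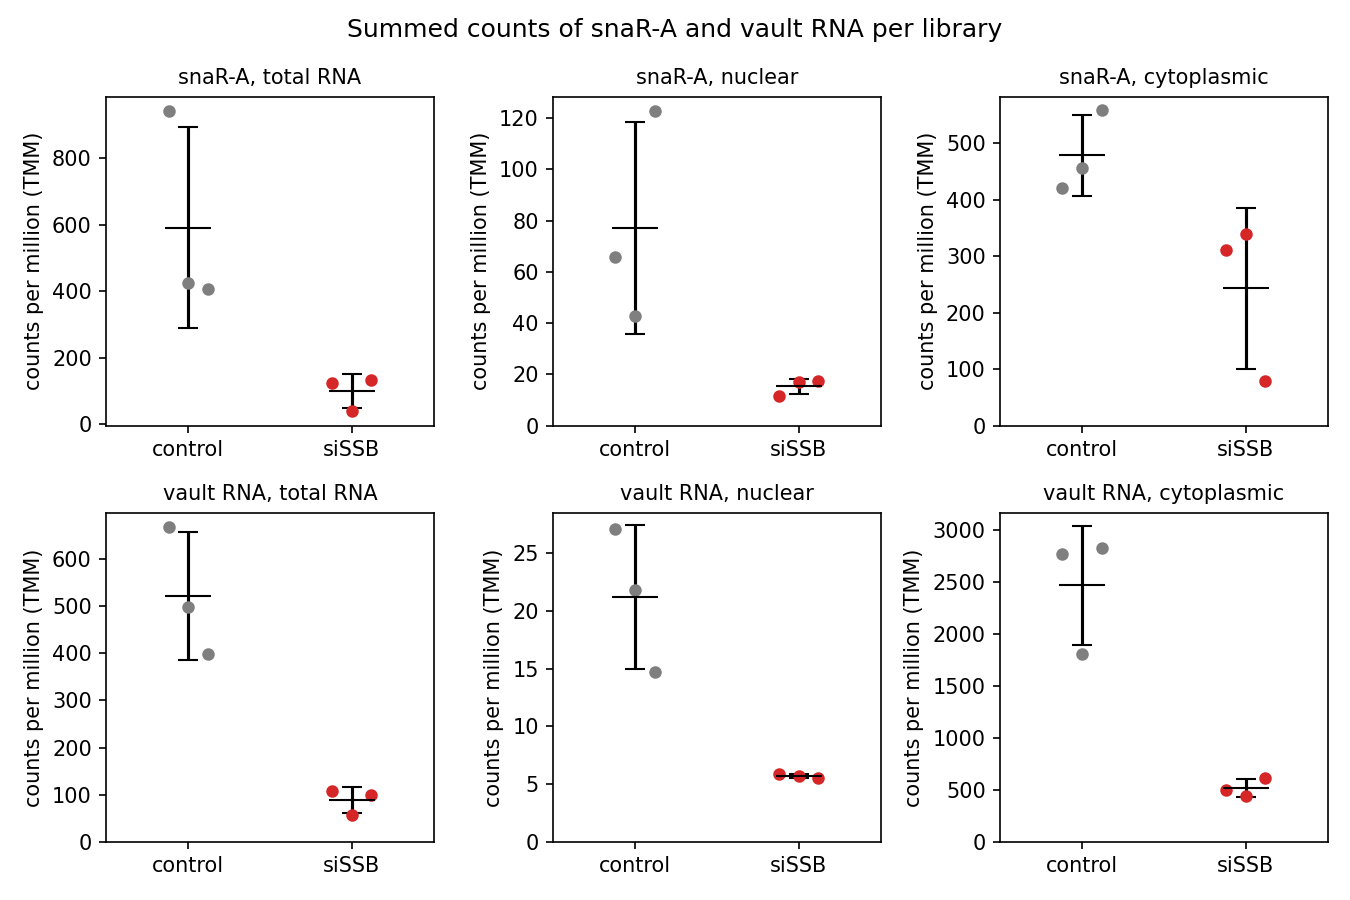
Summed snaR-A (top) and vault RNA (bottom) counts, as CPM after TMM scaling, for control and siSSB libraries of total, nuclear and cytoplasmic RNA; each point is a library, and bars give the mean and SD of 3 libraries. Control and siSSB points separate in all panels; for cytoplasmic snaR-A the difference did not pass the threshold (478.2 ± 71.7 against 242.9 ± 142.2 CPM, adjusted p = 0.263).

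Vault RNA, the RNA component of vault particles, fell in all 3 comparisons and under every scaling. The total went from 521.6 ± 136.0 to 88.9 ± 27.1 CPM in total RNA (−2.55 ± 0.38, adjusted p = 0.000303), from 21.2 ± 6.21 to 5.71 ± 0.159 CPM in the nucleus (−1.89 ± 0.30, adjusted p = 8.63e-05) and from 2468 ± 569.5 to 520.1 ± 85.6 CPM in the cytoplasm (−2.25 ± 0.28, adjusted p = 0.000236). Of 18 class totals, 3 passed the threshold in total RNA, 4 in the nucleus and 1 in the cytoplasm, and all of these were lower under every scaling. Scaling to the snoRNA total moved these numbers most, to 7 in total RNA (4 higher, 3 lower) and 3 in the cytoplasm (2 higher, 1 lower). The totals of the related snaR-B to snaR-I genes fell by 2.14 in total RNA (adjusted p = 0.00421) and fell by 2.49 in the nucleus (adjusted p = 0.000342), and changed by −0.59 in the cytoplasm (adjusted p = 0.519). Without 1 library these values ran from −2.54 to −1.31, −2.97 to −1.74 and −1.28 to −0.19. Nuclear 5S rRNA changed by −0.64 ± 0.20 (adjusted p = 0.0241), and by −0.27 under library size alone (adjusted p = 0.45). The tRNA total changed by −0.73 ± 0.40 in total RNA and −0.58 ± 0.24 in the cytoplasm and did not pass the threshold in either (adjusted p = 0.326 and 0.263).

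**Figure D2:**
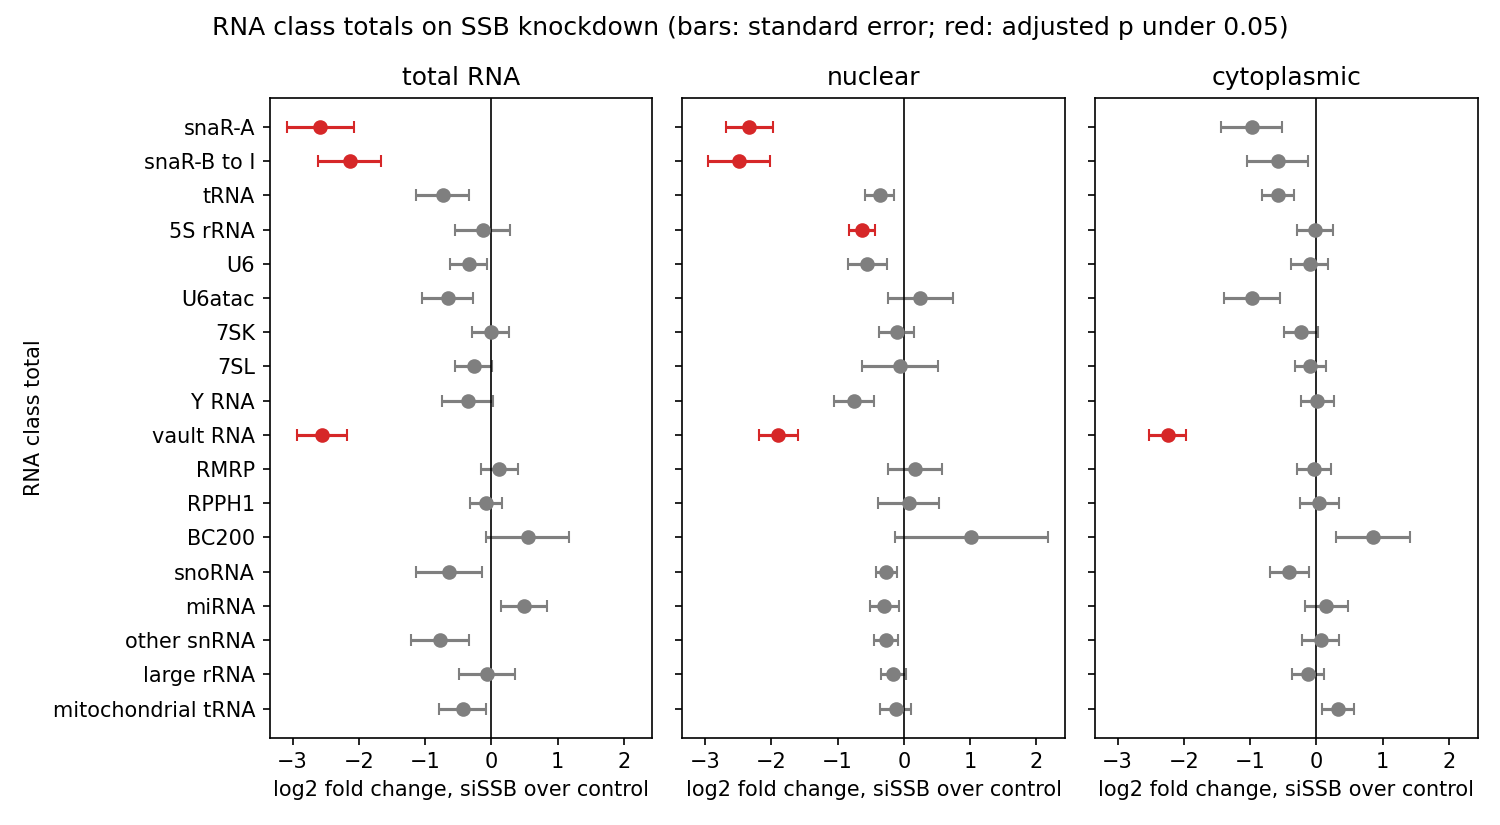
Log2 fold change (siSSB over control, x axis) of 18 RNA class totals in total, nuclear and cytoplasmic RNA, with standard errors; red points have an adjusted p under 0.05. Vault RNA is red in all 3 panels (−2.55, −1.89 and −2.25) and stayed lower under every scaling, while snaR-A is red in total RNA (−2.58) and the nucleus (−2.33) only.

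Of the RNAs named beforehand, 12 could be tested in each knockdown comparison; BCYRN1, VTRNA2-1 and RNU6ATAC were below the count filter. VTRNA1-1 changed by −2.25, −1.80 and −1.83 in total, nuc and cyto (adjusted p = 0.0129, 0.005 and 0.034), and VTRNA1-2 by −2.58, −1.91 and −2.28 (adjusted p = 0.0126, 0.00619 and 0.0264). Both kept their call in total RNA whichever library was left out. In nuc both lost it without siSSB nuc replicate 2 (adjusted p = 0.195 for each). In cyto VTRNA1-1 lost it in each of the 6 single-library fits (adjusted p up to 0.204, without control cyto replicate 1), and VTRNA1-2 in 3 of them (up to 0.171, without siSSB cyto replicate 1). VTRNA1-3 changed by −1.67 in total (adjusted p = 0.0498), where it lost its call in 9 of 19 alternatives (adjusted p = 0.127 without siSSB total replicate 2 and 0.283 with the snoRNA total), and did not pass in nuc (adjusted p = 0.14) or cyto (adjusted p = 0.0696). Over all features 3, 2 and 2 of the list were changed in total, nuc and cyto. Adjusted over the list alone, the counts were 3, 5 and 3, the nuclear ones being RNY3, RNY5 and the 3 VTRNA1 genes, all lower. RN7SK, RMRP, RPPH1, RNY1, RNY4, SNORD7 and SNORA74A passed in none of these comparisons.

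Nuclear and cytoplasmic RNA of control cells were compared next. Of 26774 features 6240 were changed, with 2463 higher in the nucleus and 3777 higher in the cytoplasm under TMM. Under library size alone, 26436 were changed and 25771 of them were lower in the nucleus. The median log2 fold change of all features tested was −0.27 under TMM and −4.34 under library size alone. Of the 15 class totals past the threshold, 10 were higher and 5 lower in the nucleus. The snoRNA total was higher under the 5 scalings that could be used for it, which leave out its own total, with 5.91 ± 0.43 under TMM (adjusted p = 4.09e-13) and 1.77 under library size alone. Of the lower classes all 5 stayed lower: Y RNA (−3.06), vault RNA (−2.76), tRNA (−1.96), 7SK (−1.22) and mitochondrial tRNA (−0.67) under TMM. U6 (2.76), other snRNA (2.89) and 7SL (2.43) were higher under TMM and lower under library size alone or the snoRNA total. The snaR-B to snaR-I total (4.20) was near 0 under library size alone (0.015, adjusted p = 0.971) and lower with the snoRNA total. Scaling to the total of all class features also made RMRP, RPPH1, 5S rRNA and miRNA lower.

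The snaR-A total of control cells was 290.2 ± 152.1 CPM in the nucleus and 105.1 ± 16.5 CPM in the cytoplasm, a log2 fold change of 1.47 ± 0.33 (adjusted p = 0.000164). This direction depended on the scaling. It was −2.68 under library size alone, −4.48 with the snoRNA total and −0.89 with the total of all class features, and 0.46 with the miRNA total. Over all alternatives the value ran from −4.48 to 2.215 (adjusted p 2.92e-21 to 0.441). In siSSB cells the totals were 65.3 ± 11.2 CPM in the nucleus and 67.5 ± 38.9 CPM in the cytoplasm, a change of −0.05 ± 0.37 (adjusted p = 0.897). That value was 0.29 without siSSB cyto replicate 2. Relative to the sum of all class counts, snaR-A was 4581 to 7237 CPM in control total libraries. It was 2074 to 2478 CPM in control cyto and 694.2 to 1984 CPM in control nuc libraries. A mixture of these fractions cannot exceed both, so they do not account for the snaR-A of control total RNA. The cause was not tested. The siSSB total libraries (653.6 to 1486 CPM) lay within the range of the siSSB fractions (220.5 to 1825 CPM).

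**Figure D3:**
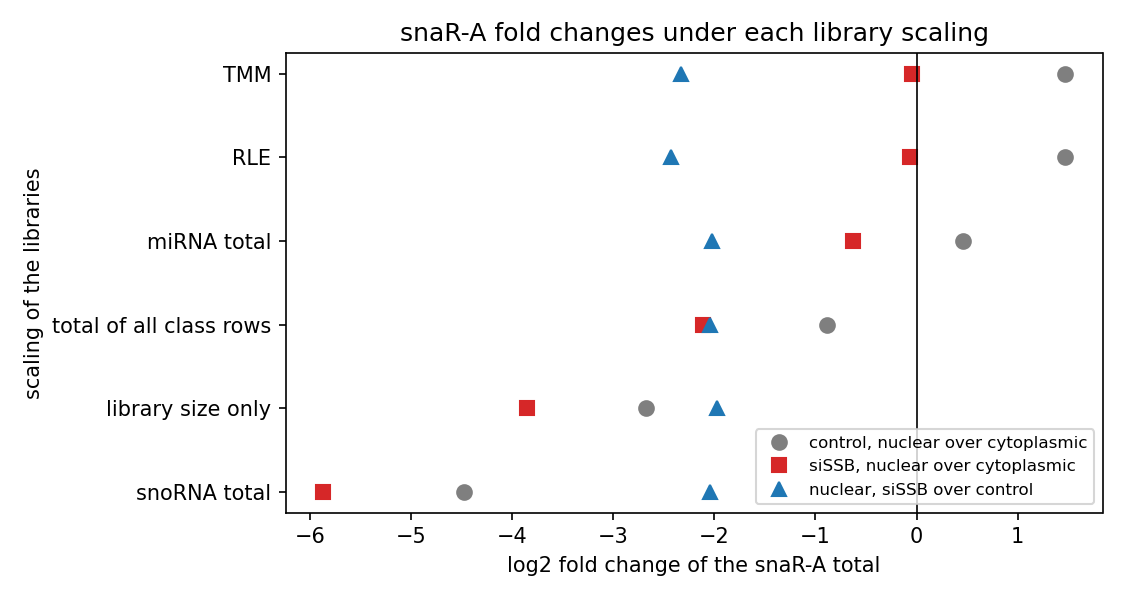
Log2 fold change of the snaR-A total (x axis) under 6 library scalings (y axis), for nuclear over cytoplasmic RNA in control and siSSB cells and for siSSB over control in the nucleus; each symbol is the estimate of 1 fit. The control nuclear over cytoplasmic value runs from 1.47 under TMM and RLE to −4.48 with the snoRNA total and changes sign, whereas the nuclear knockdown value stays between −2.43 and −1.98.

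The naming rule selected 638 features as higher and 722 as lower in control nuclei. SNORA80A (chromosome 21, 32377162 to 32377347, in an intron of URB1) had 63, 84 and 163 nuclear counts and 0 cytoplasmic counts in each library, and was at least 137-fold higher. SNORA47 (chromosome 5, 77080409 to 77080596, in an intron of ZBED3) had a log2 fold change of 10.71 ± 0.57 (adjusted p = 1e-15), and lnc-WDR41-3, which took 99.8% of its counts from SNORA47, of 10.23. On the cytoplasmic side lnc-DMAC1-8 (chromosome 9, 7798319 to 7888405), HSALNG0085924 (chromosome 11, 77639641 to 77646592) and ENSG00000215483.11 (chromosome 13, 40198902 to 40350436) had no more than 3 counts in any nuclear library. They were at least 8.98-fold, 47.0-fold and 13.9-fold lower in the nucleus. These are TMM-scaled values.

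In siSSB cells 6654 of 26274 features differed between fractions, with 2854 higher and 3800 lower in the nucleus. Under library size alone 25875 were changed, of which 25213 were lower. The rule selected 618 higher and 737 lower features. SNORA47, SNORD48 (chromosome 6, 31835238 to 31835351) and lnc-WDR41-3 led the former with 10.38, 10.10 and 9.87. On the other side, a Y RNA feature at RNY4P13 (chromosome 17, 30059027 to 30059172) with 0, 1 and 0 nuclear counts was at least 9.49-fold lower, and MIR1301 (chromosome 2, 25328664 to 25328732, in an intron of DNMT3A) had −6.12 ± 0.58 (adjusted p = 3.56e-09). HSALNG0020274 followed with −5.99 ± 0.51 (adjusted p = 5.1e-10). The MIR1301 value ran from −7.74 to −5.39 when 1 library was left out. Of the 14 class totals past the threshold, 9 were higher and 5 lower; snoRNA (5.90) stayed higher under the 5 scalings that could be used for it, and all 5 lower ones, with Y RNA at −3.99, stayed lower under each of 6.

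The difference between the knockdown effects in the nucleus and the cytoplasm was then tested directly. Of 37493 features 5 passed, 3 higher and 2 lower, with 1837 at an unadjusted p under 0.05. The count went from 1 without control nuc replicate 3 to 24 without control cyto replicate 3. The difference for the snaR-A total was −1.47 ± 0.50 (adjusted p = 0.0443), a larger fall in the nucleus. It stayed negative in every alternative but did not pass the threshold in many of them (adjusted p 0.000432 to 0.576), among them the fit without control nuc replicate 3 (−1.001, adjusted p = 0.184). For snaR-B to snaR-I the difference was −1.999 ± 0.60 (adjusted p = 0.0295), with an adjusted p of 0.207 without control nuc replicate 2. Vault RNA showed no detectable difference (0.19 ± 0.42, adjusted p = 0.99). Of 15 RNAs named beforehand, 0 passed over all features and 0 passed adjusted over the list alone (2 at an unadjusted p under 0.05).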

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

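The tests of leakage, single libraries, siRNA copies, mRNA fragments, shared reads and introns in this part were chosen only after the results were seen; counting other splits of the libraries was planned beforehand, except for the fitted effects of tRNA features. The 7 results below are those whose knockdown effect differed between the nucleus and the cytoplasm in a direct test. As a whole they carry little weight, because the number of changed features ran from 1 to 24 when 1 library was left out. Of 100 splits of the 12 libraries, drawn from 200 possible, 11 gave at least 5 changed features, the real split included. These splits exchanged labels in each fraction separately, so a knockdown effect common to both fractions can appear as a difference between them. The count therefore does not measure chance.

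The snaR-A total fell more in the nucleus than in the cytoplasm, by −1.47 on the log2 scale (adjusted p = 0.0443), and the total of snaR-B to snaR-I by −1.999 (adjusted p = 0.0295). With the replicate number as a block the snaR-A difference did not pass the threshold. A larger leakage of nuclear RNA into the siSSB cytoplasm would have raised snoRNA there, the class with the largest nuclear excess. No such rise was seen: snoRNA was −0.41 ± 0.29 in siSSB against control cytoplasm (adjusted p = 0.515). It was negative under all 5 scalings that could be used (−0.50 to −0.19), which reuse the same libraries. The CPM ranges of the groups overlapped, so this test cannot exclude leakage. Single libraries remain a candidate explanation. Leaving out 1 of the 12 libraries took the adjusted p as high as 0.184 for snaR-A (without control nuc replicate 3) and 0.207 for snaR-B to snaR-I (without control nuc replicate 2). Of the 100 splits, 19 gave as large an F statistic for snaR-A and 28 put as many class totals past the threshold. For the reason given above these counts do not measure chance, which they can neither exclude nor show. A nuclear pool of snaR-A that needs La more than the cytoplasmic pool does would give the same pattern, and stays an untested hypothesis. The control fractions also do not account for the snaR-A of control total RNA, so these pools may not be measured in full.

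Features that carry SSB sequence rose in the cytoplasm far more than in the nucleus. The difference between effects was −6.37 for lnc-PRKAB2-5, which is the pseudogene SSBL4P (adjusted p = 0.000986), and −4.81 for HSALNG0020274, over exons 5 to 10 of SSB (adjusted p = 0.00771). Without 1 library the adjusted p reached 0.945 (without control nuc replicate 2) and 0.825 (without control nuc replicate 1), although the values stayed at −6.82 to −5.71 and −5.20 to −4.38. lnc-PRKAB2-5 held 750 to 2493 counts in siSSB cyto against 3 to 7 in control cyto, but only 7 to 13 in siSSB nuc against 1 to 4 in control nuc. A candidate explanation is that reads of the transfected siRNA itself were sequenced and counted at SSB and its copies. Of 3 other loci with SSB mRNA copies, 2 (AC008127.1 and lnc-MPDZ-4) were higher in all siSSB than in all control cytoplasmic libraries and 0 were lower. Chance gives 5% per direction, and lnc-ZC3H12B-16, with 80.8% of its length matched, did not separate. The other candidate explanation is that fragments of the SSB mRNA were stabilised. That would also raise the last exon, where lnc-CCDC173-3 went from 18 to 0 counts in total RNA and from 29 to 10 in the cytoplasm. However, lnc-CCDC173-3 runs past the end of SSB and lies within the METTL5 gene, so its reads need not be SSB sequence. Both explanations cannot be told apart here, because 3 loci are too few and the last exon lies near the floor. The siRNA sequence was not used here.

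tRNA-Tyr-GTA-3-1 went from 64, 44 and 64 to 167, 203 and 175 counts in the nucleus and from 586, 316 and 1052 to 171, 159 and 170 in the cytoplasm, a difference of 3.40 (adjusted p = 0.000297). It passed the threshold in all 12 fits that each left out 1 library (3.26 to 3.68, adjusted p up to 0.0153) and under every other alternative run. Reads shared with its sister genes argue for a common rise, which was not seen: the other 10 tRNA-Tyr-GTA features had a median nuclear change of −0.22 (−1.24 to 0.24, 3 of them higher). Tyrosine tRNA genes carry an intron, and retention of unspliced precursors in nuclei without La is a candidate explanation. Retention too would give a common nuclear rise, which these other 10 tRNA-Tyr-GTA features argue against. The 30 features of 4 tRNA families with intron-bearing genes had a median difference between effects of 0.77, against 0.14 for 430 other tRNA features (two-sided permutation p = 4e-04, 100000 resamples). Features are not independent replicates, so the splits of the libraries were counted as well, and the count depended on the measure. For the fitted effects 1 of 100 splits, the real one, gave a difference between these sets as large as 0.63 (the next largest was 0.59). For means of log2(CPM + 1), where the difference was 0.27, 16 of 100 did. These splits also exchanged labels in each fraction separately, so neither count measures chance. A larger fall in the cytoplasm can give such a difference between effects as well. It therefore does not show accumulation in the nucleus, and retention was not shown.

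HSALNG0085924 had a difference of 3.96 (adjusted p = 0.0138). It fell from 670, 388 and 586 to 114, 78 and 180 counts in the cytoplasm, while its nuclear counts were 2, 3 and 1 in control and 9, 10 and 5 in siSSB. The fitted value depends on nuclear counts at the floor and is no measure of size. The adjusted p reached 0.396 without control nuc replicate 1. HSALNG0103479 had a difference of 5.23 (adjusted p = 0.0138), with replicates far apart: control cyto 176, 239 and 38, siSSB cyto 39, 12 and 115, control nuc 16, 15 and 16, and siSSB nuc 458, 219 and 10 counts. The difference ran from 4.09 to 6.54 over the fits without 1 library, with an adjusted p up to 0.945 (without control nuc replicate 2). No explanation was tested for either feature.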

How the results depend on the processing

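The knockdown changes of the snaR-A total kept their direction and their side of the threshold under every alternative run. They ranged from −2.97 to −1.95 in total RNA, −2.63 to −1.88 in the nucleus and −1.32 to −0.57 in the cytoplasm. Leaving out 1 library gave −2.87 to −2.08, −2.63 to −1.88 and −1.32 to −0.57. The fall of vault RNA in these comparisons also kept its direction under every scaling. Summing all snaR-A features with duplicates kept, and the class definitions tried, left the class totals given here on the same side of the threshold. Without rRNA features all calls were kept in total RNA (184) and the nucleus (26), 51 of 52 in the cytoplasm, 5964 of 6240 between control fractions and 6464 of 6654 between siSSB fractions. An added absolute log2 fold change over 1 changed only the counts between fractions, to 6119 in control and 6562 in siSSB cells.

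The nuclear excess of snaR-A in control cells depended on the scaling. It reversed to −2.68 under library size alone, −4.48 with the snoRNA total, both planned, and −0.89 with the total of all class features. The class total, and the fit on class features of at most 500 nt, were chosen after seeing the data. It lost its call with the miRNA total (0.46, adjusted p = 0.441) and with at least 10 counts in every library (0.82, adjusted p = 0.0658). Over all alternatives it ran from −4.48 to 2.215, with an adjusted p of 2.92e-21 to 0.441. Leaving out 1 library gave 1.00 to 1.79. By construction, these scalings move all features: the median of all features in control nuc against control cyto was −0.27 under TMM, −4.34 under library size alone, −6.11 with the snoRNA total, −1.16 with the miRNA total and −2.56 with the class total. Relative to the median, snaR-A was higher in each. A shift of all features leaves this difference nearly unchanged, so the scalings are not separate tests of it. In siSSB cells the value near 0 became −3.86 under library size alone, −5.87 with the snoRNA total and −2.11 with the class total, all past the threshold, against medians of −3.97, −5.99 and −2.23. The median was −0.19 under TMM and −0.55 with the miRNA total. It reversed to 0.14 with a replicate block (adjusted p = 0.683) and to 0.81 with class features of at most 500 nt only (adjusted p = 0.0941; 6.47e-14 to 0.962 over all alternatives), and ran from −0.49 to 0.29 when 1 library was left out. It was 0.04, 0.29 and 0.13 without siSSB cyto replicate 1, siSSB cyto replicate 2 and siSSB nuc replicate 1.

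Other direction changes were also between fractions. U6 reversed to −1.45 under library size alone and −3.29 with the snoRNA total in control cells, and to −1.70 and −3.76 in siSSB cells. SnaR-B to snaR-I reversed to −1.80 with the snoRNA total in control cells, and to −1.70 under library size alone and −3.76 with the snoRNA total in siSSB cells. The interaction of vault RNA was −0.026 without control nuc replicate 3.

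The interaction of snaR-A stayed negative but lost its call under library size alone (−1.18), the miRNA total (−1.09), at least 10 counts in every library (−1.33), DESeq2 (−1.53), all 18 libraries in 1 fit (−1.48), collapsed features (−1.47), class features only (−1.44) and the class total (−1.23), with adjusted p of 0.054 to 0.576. Without 1 library it ran from −1.84 to −1.001, and it lost its call without control nuc replicate 1 or 3, siSSB cyto replicate 1 or 2, or any siSSB nuc replicate. Its adjusted p was 0.000432 to 0.576 over all alternatives, and the cause was not tested. The class totals past the threshold in the interaction, 2 of 18, became 0 under library size alone (3 at an unadjusted p under 0.05), the miRNA total (2), at least 10 counts (2), DESeq2 (5), all libraries in 1 fit (2), class features only (2) and the class total (3), and 1 with collapsed features. They were 0 to 2 when 1 library was left out, with 0 without siSSB cyto replicate 1 (3 at an unadjusted p under 0.05), siSSB nuc replicate 1 (4) or siSSB nuc replicate 2 (2). Class totals past the threshold on knockdown in total RNA went from 3 to 6 under library size alone (3 higher, 3 lower) and 7 with the snoRNA total (4 higher, 3 lower), and in the cytoplasm from 1 to 3 with the snoRNA total (2 higher, 1 lower). Leaving out 1 library gave 3 to 3 in total, 3 to 6 in nuc, 1 to 1 in cyto, 13 to 16 between control and 13 to 14 between siSSB fractions.

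Counts of changed features moved most. In total RNA the 184 features (50 higher, 134 lower) became 713 under library size alone (625 higher, 88 lower), 693 with the snoRNA total (644 higher, 49 lower), 1799 with the miRNA total (34 higher, 1765 lower) and 814 with the class total (677 higher, 137 lower). These scalings moved the median of all features from −0.01 to 0.55, 0.72, −0.51 and 0.40, which accounts for the change of split. The count was 628 with no filter beyond 1 count (190 higher, 438 lower), 544 with DESeq2 (253 higher, 291 lower), 120 with collapsed features and 4 at an adjusted p under 0.01. It was 69 to 303 when 1 library was left out, lowest without control total replicate 2, highest without siSSB total replicate 3, and 77 without siSSB total replicate 2.

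In the nucleus the 26 features became 0 under library size alone (1484 at an unadjusted p under 0.05), the snoRNA total (1220) and the class total (1417), with medians moved from 0.08 to 0.43, 0.37 and 0.36, and 0.33 for the miRNA total. There were 67 with no filter beyond 1 count (19 higher, 48 lower) and 16 at an adjusted p under 0.01. Leaving out 1 library gave 0 to 36, with 0 without siSSB nuc replicate 2 (706 at an unadjusted p under 0.05) and 15 without siSSB nuc replicate 1. In the cytoplasm the 52 features (4 higher, 48 lower) became 34 with RLE (4 higher, 30 lower), 13 under library size alone (4 higher, 9 lower), 3 with the snoRNA total (3 higher, 0 lower), 107 with the miRNA total (4 higher, 103 lower), 13 with the class total (4 higher, 9 lower), 250 with no filter beyond 1 count, 31 with at least 10 counts, 165 with DESeq2, 149 in 1 fit of all libraries, 18 with class features only and 7 at an adjusted p under 0.01. The medians there were 0.01 under TMM, 0.21 under library size alone, 0.39 with the snoRNA total, −0.10 with the miRNA total and 0.18 with the class total. Leaving out 1 library gave 2 to 46, with 2 and 10 without siSSB cyto replicate 1 and 2, and 4, 6 and 34 without control cyto replicate 1, 2 and 3. The cause of the loss of calls was not tested.

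Between control fractions the 6240 features (2463 higher, 3777 lower) became 26436 under library size alone (665 higher, 25771 lower), 26314 with the snoRNA total (206 higher, 26108 lower), 10848 with the miRNA total (1523 higher, 9325 lower) and 25690 with the class total (1158 higher, 24532 lower). Fewer features were tested with at least 10 counts (3174 called) and with class features only (1386 called). Between siSSB fractions the 6654 features (2854 higher, 3800 lower) became 25875 (662 higher, 25213 lower), 25837 (190 higher, 25647 lower) and 24188 (1124 higher, 23064 lower) under library size alone, the snoRNA total and the class total, 3325 with at least 10 counts and 1383 with class features only. Leaving out 1 library gave 5037 to 6135 and 5066 to 6328. For the interaction the 5 features became 3 with the snoRNA total (1 higher, 2 lower), 14 with the miRNA total (12 higher, 2 lower), 12 with no filter beyond 1 count (9 higher, 3 lower), 2 with at least 10 counts, 3 with DESeq2, 1 with class features only and 3 at an adjusted p under 0.01. Medians moved from 0.01 to 0.27 under library size alone, 0.51 with the miRNA total and 0.24 with the class total. Without 1 library there were 1 to 24, with 1 to 3 without any control nuc replicate or siSSB nuc replicate 1 or 2, and 24, 21 and 14 without control cyto replicate 3, siSSB cyto replicate 3 and siSSB cyto replicate 2.

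With the replicate number as a block, the 52 cytoplasmic features became 4 (4 higher, 0 lower), the 26 nuclear ones 40 (11 higher, 29 lower) and the 5 of the interaction 9 (5 higher, 4 lower). The block took the snaR-A interaction to −1.18 (adjusted p = 0.0661), left 1 class total past the threshold in the interaction and gave 0.14 for snaR-A between siSSB fractions (adjusted p = 0.683). It changed no other call of the snaR-A totals and moved no other count by over 1.5 times. Same-number correlations were −0.631 to 0.314 in total, −0.32 to 0.331 in nuc, −0.645 to −0.305 in cyto and −0.072 to 0.135 between siSSB fractions. By this check the numbers did not pair these libraries. The check cannot show that they are unpaired, because the labels do not state whether a number marks a shared culture. The blocked results, among them the loss of most cytoplasmic calls, therefore stay a limit of these comparisons. The interaction also holds the control fractions, which were taken as pairs (0.112 to 0.167), so its blocked result cannot be set aside either.

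Of 1328 further values, for single features and class totals under each alternative, 1183 kept their direction and side of the threshold, 130 lost their call, 7 gained one and 8 reversed (those given above). In the simulated data recovery was lowest for the interaction (19.7% of 66 features at size 2); whether depth or the number of libraries limits it was not tested.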

Other observations

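The tests in this part were chosen only after the results were seen, except the counts of other splits of the libraries, which were planned beforehand.

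With 3 libraries against 3 there are 10 splits, so no comparison can show a share under 10%. The real split gave more changed features than the other splits in total RNA (1 of 10) and between the fractions of control (1 of 10) and siSSB cells (1 of 10). Of the 10 control splits, 4 part all 3 pairs of replicate numbers, and the real one alone gave as many; the 6 others keep some pairs together. For the nucleus and the cytoplasm, 2 of 10 splits each gave as many changed features. The F statistic of the snaR-A total was largest for the real split in total, nuclear and cytoplasmic RNA and between control fractions (1 of 10 each), while between siSSB fractions 9 of 10 splits gave one as large. For class totals past the threshold the count was 1 of 10 in each of these comparisons.

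A split of the cytoplasmic libraries across treatments gave more changed features than the real one, 689 against 52. It set control replicate 3, siSSB replicate 1 and siSSB replicate 2 against the other libraries, and 682 features were lower in the former and 7 higher. They included 111 miRNA, 70 Y RNA and 18 tRNA features and 479 features of no class. Mislabelled libraries would be a possible explanation, but lnc-PRKAB2-5, which carries SSB sequence, had at least 750 counts in every cytoplasmic library labelled siSSB and at most 7 in those labelled control. That argues against a swap. What these libraries share is not given in the labels, and no biological explanation was tested.

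In the nucleus the other split with more calls, 52, set control replicate 3 with siSSB replicates 2 and 3. Control nuc replicate 3 had a 7SL level of 2491 CPM, relative to the sum of all class counts, against 487.1 to 536.6 in the other replicates, and siSSB nuc replicate 2 had 3060 against 580.3 to 750.6. RMRP (872.4 against 326.7 to 347.2, and 1316 against 438.5 to 446.5) and RPPH1 (371.8 against 117.6 to 153.0, and 553.1 against 146.2 to 166.2) followed. Carry-over of cytoplasm into these nuclear preparations could raise 7SL. The classes richer in every cytoplasmic than in every nuclear library went both ways: 7 of their values in these libraries were above both other replicates, 8 below both and 1 between. Large rRNA (172100 against 118900 to 119000, and 200100 against 125500 to 125800 CPM) and miRNA were higher in both, while Y RNA and tRNA were lower in both; of the 6 values for Y RNA, tRNA and vault RNA, 1 was above both other replicates. All 6 values of 7SL, RMRP and RPPH1 were above every cytoplasmic library (7SL at most 1245 and RMRP at most 781 CPM there), which a mixture with the cytoplasmic fraction cannot give and which argues against it as the cause of their rise. RPPH1 in control nuc replicate 3 exceeded the highest of these (365.6 CPM) only narrowly. Material outside the cytoplasmic fraction was not tested. The nuclear calls that depend on siSSB nuc replicate 2 are therefore worth a second look, since the 26 changed features fell to 0 without it. No biological explanation was tested.

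Longer features made up 94 of the 184 changed in total RNA. Reads of small RNAs inside them are a likely source for many: 47.9% of the changed longer features (45 of 94) took at least 50% of their counts from a small RNA, against 18.5% (2214 of 11979) of the unchanged ones. A list of long noncoding RNAs changed in total RNA would therefore partly repeat changes of small RNAs. In the cytoplasm 6 of 29 changed longer features were carried in this way, in the nucleus 2 of 5, and for the difference between knockdown effects 0 of 4. The rule takes a single small RNA at a time, so these counts are lower bounds. Among the nuclear ones it misses features that span several SNAR-A14 copies, where the largest single copy held a share of 0.121 and 0.138.

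AC067752.1 on chromosome 10 rose in cytoplasmic siSSB libraries together with features of SSB sequence. Reads of the siRNA at a partial match are a possible explanation. A stretch of 19 nt (62637578 to 62637596) matches positions 801 to 819 of the SSB mRNA on the opposite strand with 1 mismatch. However, 57 of 100 random genome windows of the length of AC067752.1 (151614 nt) also held such a match, and 76 of 100 of the length of the region that AC067752.1 and AC024598.1 span (297870 nt), so the match carries no weight, and siRNA reads and a true rise cannot be told apart here.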
